A study of Thermothelomyces thermophilus ATCC 42464 with 24 samples. Its data were reported in "The putative methyltransferase LaeA regulates mycelium growth and cellulase production in Myceliophthora thermophila" (2023).

How the data were processed

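RNA-seq libraries of Myceliophthora thermophila grown at 45 °C were compared: WT and strains labelled Δcre-1, ΔlaeA and Δgrf-1 to Δgrf-3 on 2% glucose sampled at 24 h, and WT and ΔlaeA on Avicel at 2, 4 and 6 d, with 2 libraries in each of 12 groups by the labels. The authors aligned the reads to the genome of the species with TopHat2 2.0.8b and deposited read counts per gene made with HTSeq-count on unique exons. The processing notes give HTSeq 0.5.4p2 and the methods of the paper another version. The genome build and the strand setting are not given in the sources used here. Of 24 titled libraries, 23 had columns of whole counts. The column named for replicate 1 of Δgrf-2 holds RPKM (reads scaled by gene length and library total) that the authors had computed from the counts of the 2 Δgrf-1 libraries. Dividing the mean share of reads of those libraries by it gave a whole number of bases, to within 0.01 base, at 8865 of 8865 genes above 0, against 1.99% of genes with the other Δgrf-2 library. That column was left out of every comparison, so Δgrf-2 had 1 library, assumed to vary like the other groups, and it was used only to recover the lengths of 8865 genes. Of the table's genes, 9110 were read and 2 lines without a gene were left out.

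Totals ran from 18114947 to 33937501 counts. All 23 libraries were fitted together with 1 coefficient per group in edgeR 4.0.16 (R 4.3.3) by the quasi-likelihood F-test with robust dispersions, TMM scaling and filterByExpr, which left 8827 genes and 11 residual degrees of freedom, with a common dispersion of 0.0312. A gene was called at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change of at least 1. CPM (counts per 1000000 counts of a library) used TMM-scaled totals, and the floor was 3 counts. Tested on simulated data, 40% to 73% of genes changed 2-fold and 90% to 96% of genes changed 4-fold passed the adjusted p in 5 comparisons, with 40% and 90% in that with the single Δgrf-2 library, while 0.0232% to 0.116% of unchanged genes passed. The simulated counts were drawn with the dispersions of this same fit, equal in all groups. These shares therefore do not cover groups that differ in spread, or replicates that are only technical. Each labelled deletion was compared with WT under the same condition, WT on Avicel at 2 d with WT on glucose and at 4 d with 2 d, and changes of the difference between ΔlaeA and WT between days were tested as interactions. The tests, thresholds, comparisons, gene lists named by ID, most alternatives and the rule for named genes were fixed before the data were examined.

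The rule named the deleted genes and 32 genes that the study's text gives by ID, which the study had chosen on these samples. It also named, per comparison of a deletion with WT, genes with the largest changes among called genes with at least 10 CPM in the higher group and no overlap between libraries. That part asked for 5 rises and 5 falls with an informative product, but the reference used here gives no product text, so 2 rises and 2 falls among other genes were taken instead, a change made after the data were seen. Of these, falls that rest on 3 or fewer counts per library and falls already given for another strain are not all printed. All 6 genes with a symbol in the reference (ganA, cat1, cbdA, lcc1, phy1 and gla1) were added after the data were seen, when gla1 was already known to hold the most counts in the libraries labelled Δcre-1. Gene lists defined by product text, and summed shares of enzyme families, were planned and not computed for the same reason. The 5 lists by ID were tested with camera of limma 3.58.1 (preset correlation 0.01, Benjamini-Hochberg over the lists of a comparison), with an estimated correlation and the rotation test fry beside it. Gene IDs matched the reference for 9087 genes, which was used for names and gene order only.

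Genes called in the same direction in all 4 regulator strains were counted and set against independent lists and against 40 simulated sets of unchanged strains compared with the same WT libraries, drawn with the shared dispersion and with 1.63 times that dispersion, the ratio found for WT on glucose. Agreement of fold changes was measured as Pearson and Spearman correlation and covariance across genes. The alternatives were DESeq2 size factors (RLE), library totals only, no low-count filter, at least 10 CPM in 2 libraries, DESeq2 1.42.0, only the groups compared, only the same carbon source, replicate number as a block, adjusted p alone, the study's thresholds (DESeq2 with RPKM of at least 20 in 1 library of the groups compared, for genes with a recovered length, so without 245 genes), and each library left out in turn. Chosen after the data were seen were the fits without both WT 4 d libraries and the single Δgrf-2 library, without both Δgrf-3 libraries, and the overlap without Δgrf-2 or without a Δgrf-3 library. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.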

Results

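RNA-seq read counts of Myceliophthora thermophila, a thermophilic filamentous fungus that grows on cellulose, were collected from 23 libraries in 12 groups. On 2% glucose, sampled at 24 h, there were 2 libraries each of the wild type (WT) and of strains labelled ΔlaeA, Δgrf-1, Δgrf-3 and Δcre-1, and 1 library labelled Δgrf-2. On Avicel, a microcrystalline cellulose, there were 2 libraries each of WT and of ΔlaeA at 2, 4 and 6 d. Totals per library ran from 18114947 to 33937501 counts, between 8608 and 8899 genes had at least 1 count, and the 10 genes with the most counts took 4.66% to 11.5% of a library. A count of 3, used as the floor, stood for 0.0884 to 0.166 CPM (counts per 1000000 counts of a library). Replicates correlated across genes with r from 0.964 to 0.995. The pairs that stood apart most were Δgrf-3 (1252 genes at least 2-fold apart), WT on Avicel at 4 d (674 genes) and WT on glucose (575 genes), against 161 to 356 genes in the other pairs. That floor covers counting error only. The labels give replicate numbers and name no separate cultures. The study's text calls the replicates of the Avicel time course biological. Nothing says which glucose libraries came from separate cultures, so the spread between them may be technical. All libraries were fitted together, so this limit reaches the p-values on Avicel too, and p-values measure only the spread between these samples. By chi-square per degree of freedom the pairs labelled Δgrf-1 (3.16) and Δcre-1 (3.99) differed least, against 105 for WT on glucose and 268 for Δgrf-3.

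**Figure D1:**
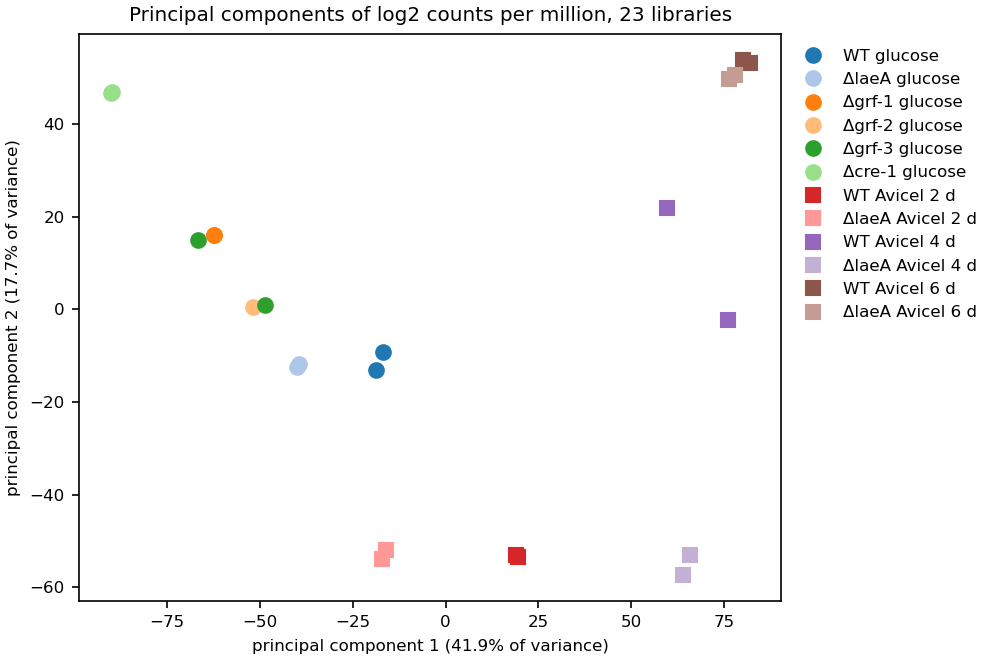
Principal component 1 (41.9% of the variance) against component 2 (17.7%) of log2 CPM in the 23 libraries, with 1 point per library, circles for glucose and squares for Avicel. The 2 WT libraries at 4 d on Avicel and the 2 libraries labelled Δgrf-3 lie apart from each other, whereas the libraries of the other pairs lie close together.

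The deleted gene was examined first in each strain, and none of the 5 genes was called lower in the strain labelled with its deletion on glucose. laeA (Mycth_2294559), which encodes a putative methyltransferase, stood at 269 ± 7.44 CPM in the libraries labelled ΔlaeA on glucose and at 20.3 ± 6.09 CPM in WT (mean ± SD, n = 2 each), a log2 fold change of 3.73 ± 0.20 (± SE). On Avicel it was also higher, by 4.45 ± 0.20 at 2 d, 4.93 ± 0.21 at 4 d and 1.40 ± 0.18 at 6 d, with edgeR quasi-likelihood adjusted p between 1.41e-10 and 4.00e-05. cre-1 (Mycth_2310085), the carbon catabolite repressor, stood at 2267 ± 72.9 CPM in the libraries labelled Δcre-1 against 588 ± 212 CPM in WT (log2 1.95 ± 0.23, edgeR adjusted p = 2.74e-06). The growth regulatory factor genes grf-1 (Mycth_37566) and grf-3 (Mycth_2309668) gave 0.38 ± 0.19 and 0.43 ± 0.17 in their own strains and did not pass the test. grf-2 (Mycth_2089183) stood at 107 CPM in the 1 library labelled Δgrf-2 and at 181 ± 2.32 CPM in WT (log2 -0.75 ± 0.20, adjusted p = 0.0336), so it was lower but missed the fold threshold. The libraries labelled Δgrf-1 held a similar level (107 ± 3.15 CPM). Because laeA and cre-1 were higher in their own strains, against the labels, and the grf genes kept their counts or most of them, each strain is named below as its libraries are labelled, and every direction rests on those labels. Counts per gene do not show which part of a locus the reads came from.

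**Figure D2:**
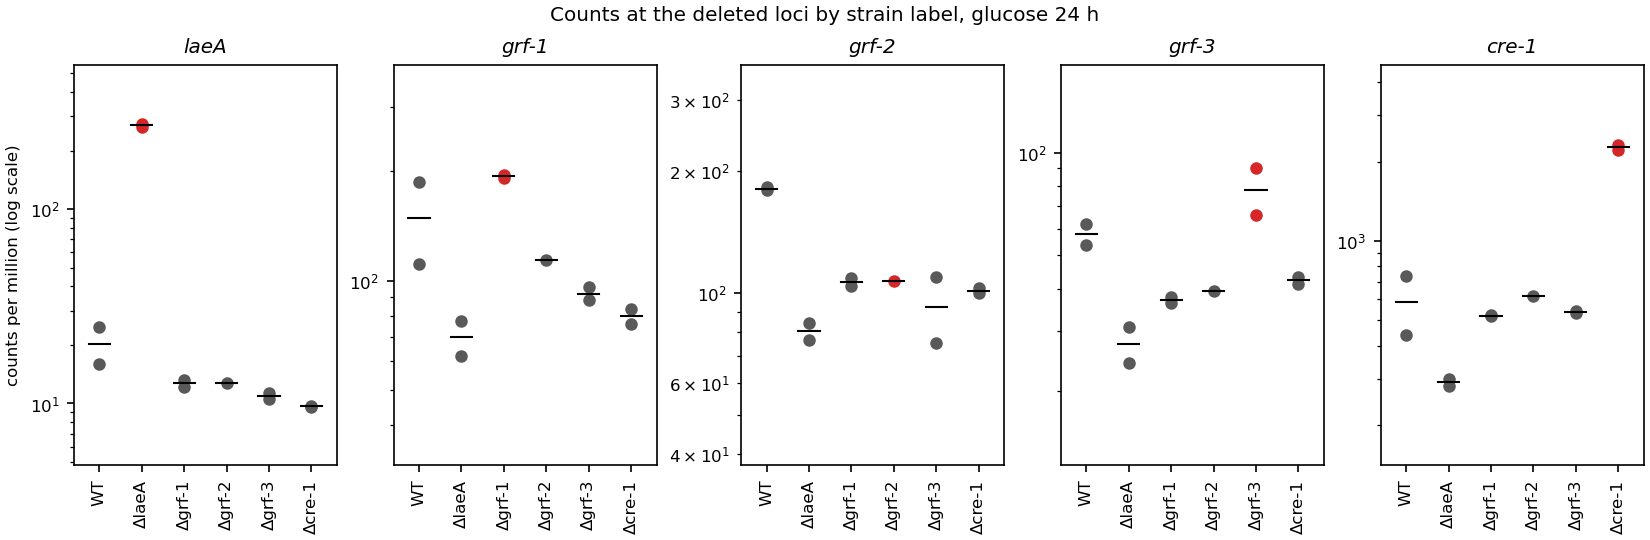
CPM (log scale) of laeA, cre-1 and the grf genes in the glucose libraries by strain label, with 1 point per library, black lines at group means and red for the strain labelled with that gene's deletion. The red mean is the highest among the 5 mutant strains at 5 of 5 loci, at grf-2 by 1.01-fold only.

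The study compared ΔlaeA with WT on glucose to ask how LaeA acts on sugar use and growth, of which only RNA is examined here. pck (Mycth_2315623), which encodes phosphoenolpyruvate carboxykinase of gluconeogenesis, stood at 600.1 ± 6.59 CPM in the libraries labelled ΔlaeA against 44.8 ± 11.6 CPM in WT (n = 2 each), a log2 fold change of 3.74 ± 0.51 (± SE, as for all log2 values below). The glucose transporter gene Mycth_98222 rose by 2.66 ± 0.18, the second glucose transporter gene Mycth_112491 by 1.69 ± 0.42, phosphoglycerate kinase (Mycth_2316240) of glycolysis by 1.52 ± 0.15, and fbp1 (Mycth_2306943), encoding the gluconeogenic fructose-1,6-bisphosphatase, by 1.41 ± 0.47. With these, 5 of the 6 carbon metabolism genes rose, 5 also when adjusted over the list alone. The 4 regulator genes later deleted in the study were all lower, with -1.09 ± 0.19 for grf-1, -1.17 ± 0.16 for grf-2, -1.07 ± 0.17 for grf-3 and -1.02 ± 0.22 for cre-1. Across all mutant strains but its own, grf-1 had means of 69.8 to 114 CPM, against 149 CPM in WT. For grf-2 these were 80.5 to 107 against 181 CPM, and for grf-3 27.6 to 42.3 against 57.8 CPM. For cre-1 they were 291 to 617 against 588 CPM. Means of the grf genes below WT were thus not particular to ΔlaeA. Of 7 further regulators, laeB (Mycth_2295350), a LaeA-like methyltransferase gene, rose by 1.37 ± 0.31, whereas clr-2 (Mycth_38704), an activator of cellulase genes, fell with -2.55 ± 0.47 and the orthologue of the Neurospora transcription factor NCU10006 (Mycth_90344) with -1.43 ± 0.28. Among 9 secretion genes 2 rose, sec72 (Mycth_2314749) by 1.58 ± 0.17 and the translocation protein gene Mycth_2316209 by 1.24 ± 0.20, and among 5 amino acid permease genes 1 rose, Mycth_2308145, by 1.84 ± 0.26. gla1 (Mycth_72393), the glucoamylase that releases glucose from starch, fell with -1.43 ± 0.29.

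In total 554 genes were higher and 494 lower in the libraries labelled ΔlaeA (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p below 0.05 and at least 2-fold, 8827 genes tested). Scaled by library totals only, the split was 448 higher and 608 lower, with the median of all genes moved by -0.13. Among other genes the largest rises were those of Mycth_2294793 (5.34) and Mycth_2114377 (5.28). The largest falls, Mycth_106502 (-9.54) and Mycth_114666 (-7.82), differed between the 2 WT libraries, and gave -6.47 and -4.72 without WT replicate 2, or -10.45 and -8.73 without WT replicate 1. Both genes were also called lower in all 4 regulator strains, so their falls were not particular to ΔlaeA. The study chose its gene lists on these same samples, mostly for their change between ΔlaeA and WT, so here and below neither counts nor set tests of these lists are independent evidence of a direction. Counts adjusted over the list alone were the same unless given. The set test of the carbon metabolism genes (camera of limma, adjusted p = 4.06e-06, and adjusted p = 0.00184 with an estimated correlation) therefore restates that choice, and the other 4 lists did not pass (adjusted p of 0.304 to 0.556). The secretion genes had a median of -0.07 but a mean of 0.17 and a test direction upward. Without WT replicate 2 the calls of grf-1 (-0.67), cre-1 (-0.59), fbp1 (1.04), Mycth_112491 (1.63), Mycth_2316209 (1.00) and laeB (1.14) ended, and without WT replicate 1 that of grf-3 (-0.96). Without replicate 1 labelled ΔlaeA those of grf-1 (-0.94), cre-1 (-0.97), fbp1 (1.33) and Mycth_112491 (1.50) ended, and without its replicate 2 those of grf-3 (-0.90) and fbp1 (1.49).

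The 4 regulator strains were each compared with the same 2 WT libraries, to ask which genes follow the regulators on glucose. In the libraries labelled Δgrf-1, pck rose to 849 ± 11.3 CPM (log2 4.24 ± 0.52, n = 2 each), fbp1 by 2.86 ± 0.50 and phosphoglycerate kinase by 1.15 ± 0.14, while the glucose transporter gene Mycth_98222 fell with -2.04 ± 0.19. Of the 6 study-chosen carbon metabolism genes, 3 rose and 1 fell over all genes tested, 4 and 2 when adjusted over the list alone. The amino acid permease genes Mycth_2299723 (-1.69 ± 0.37) and Mycth_2316511 (-1.47 ± 0.42) and the glucoamylase gene gla1 (-1.50 ± 0.29) fell, as did 1 of 7 study-chosen regulators, the NCU10006 orthologue (-1.20 ± 0.28). In all 443 genes were higher and 882 lower (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p below 0.05 and at least 2-fold). No study-chosen list passed as a set (camera adjusted p of 0.255 to 0.912), and the secretion genes had a median of -0.02 against a mean of 0.08 and an upward test. The largest rises among other genes were those of Mycth_2295570 (6.97) and Mycth_2313014 (6.71). Mycth_112714 had 230.1 ± 4.05 CPM in WT and 0 counts in both libraries labelled Δgrf-1, below a floor of 0.155 and 0.140 CPM. This gene was called lower in all 4 regulator strains and in ΔlaeA, so its fall was not particular to Δgrf-1. The call of Mycth_2316511 ended without WT replicate 2 (-1.23) and without replicate 1 or 2 labelled Δgrf-1 (-1.47 and -1.46).

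In the 1 library labelled Δgrf-2, pck stood at 669 CPM (log2 3.90 ± 0.56 against WT) and fbp1 rose by 2.19 ± 0.55, whereas the transporter gene Mycth_98222 fell with -1.80 ± 0.24 and gla1 with -1.49 ± 0.37. Of the 6 study-chosen carbon metabolism genes 2 rose and 1 fell, the same numbers when adjusted over the list alone. In all 148 genes were higher and 300 lower (edgeR quasi-likelihood, Benjamini-Hochberg), a test that assumes the lone library varies like the other groups. No study-chosen list passed as a set (camera adjusted p of 0.150 to 0.681). With the spread taken from glucose libraries alone 84 genes were higher and 138 lower, and from the 3 libraries compared alone 14 and 24. The largest rises among other genes, Mycth_2313013 (5.26) and Mycth_2313014 (4.99) were not called without WT replicate 1 (5.68 and 5.32) or replicate 2 (4.92 and 4.72), nor was gla1 called without replicate 1 (-1.45) or fbp1 without replicate 2 (1.82).

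In the libraries labelled Δgrf-3, pck stood at 1090.1 ± 764 CPM (log2 4.61 ± 0.53, n = 2 each), fbp1 rose by 3.02 ± 0.50 and phosphoglycerate kinase by 1.30 ± 0.15, and Mycth_98222 fell with -1.79 ± 0.18 and gla1 with -1.57 ± 0.29. Of the 6 study-chosen carbon metabolism genes 3 rose and 1 fell, the same numbers when adjusted over the list alone. lcc1 (Mycth_51627), a laccase gene, was called higher in the libraries labelled Δgrf-2 (5.17 ± 1.35) and Δgrf-3 (4.99 ± 1.25) from few counts, at 1.03 and 0.915 ± 0.371 CPM against 0.0243 ± 0.0344 CPM in WT, which is below the floor. Without WT replicate 1 these gave 7.58 (not called) and 7.41, and neither call held without WT replicate 2 (4.26 and 4.09). Of the 7 study-chosen regulators the NCU10006 orthologue fell (-1.53 ± 0.28), and of the 9 secretion genes 1 rose and 1 fell, the ER chaperone gene Mycth_80427 (1.49 ± 0.50) and the translocation protein gene Mycth_2309221 (-1.07 ± 0.14). In all 490 genes were higher and 705 lower (edgeR quasi-likelihood, Benjamini-Hochberg), and no study-chosen list passed as a set (camera adjusted p of 0.284 to 0.850). The largest rises among other genes, Mycth_2313013 (6.40) and Mycth_2313014 (6.38), gave 2.51 and 2.05 without replicate 1 labelled Δgrf-3 and 7.35 and 7.34 without replicate 2. Without replicate 1 labelled Δgrf-3, 269 genes were higher, pck gave 3.62 and fbp1 1.77, and the calls of Mycth_80427 (0.10) and Mycth_2309221 (-0.86) ended. Without replicate 2, 785 genes were higher, with 3.68 for fbp1, 2.19 for Mycth_80427, -2.22 for the NCU10006 orthologue and -2.40 for gla1. Mycth_80427 was also not called without WT replicate 1 (1.51) or 2 (1.48). Only 6 genes were higher and 20 lower when the spread came from the 4 libraries compared alone.

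In the libraries labelled Δcre-1 the glucoamylase gene gla1 was the gene with the most counts, at 15544 ± 437 CPM against 37.3 ± 1.47 CPM in WT (log2 8.70 ± 0.39, n = 2 each). Of the 6 study-chosen carbon metabolism genes, 5 rose and 1 fell, the same numbers when adjusted over the list alone. pck rose by 4.77 ± 0.54, the glucose transporter gene Mycth_112491 by 4.75 ± 0.48, the cellodextrin transporter gene cdt-2 (Mycth_114107) by 3.82 ± 0.68, phosphoglycerate kinase by 3.10 ± 0.15 and fbp1 by 2.75 ± 0.49, and Mycth_98222 fell with -2.83 ± 0.21. amyR (Mycth_2301920), a transcription factor gene linked to starch use, rose by 2.37 ± 0.17, while laeB (-2.49 ± 0.32) and the NCU10006 orthologue (-3.39 ± 0.31) fell, so that 1 of the 7 study-chosen regulators rose and 2 fell. Of 9 secretion genes 4 rose and 1 fell, with 3.36 ± 0.53 for the ER chaperone gene Mycth_80427 and 1.70 ± 0.17 for sec72, and of 5 permease genes 1 rose, Mycth_2316511 (1.93 ± 0.43). The secretion gene that fell, Mycth_2309221 (-1.04 ± 0.14), was not called without WT replicate 1 (-0.97). cat1 (Mycth_80916), a catalase gene, rose by 4.26 ± 0.61 (at 4.86 without WT replicate 2), and laeA itself fell with -1.08 ± 0.19, a call that ended without WT replicate 2 (-0.73). In all 1362 genes were higher and 1780 lower (edgeR quasi-likelihood, Benjamini-Hochberg), and scaled by library totals only 686 were higher and 3119 lower, the median of all genes having moved by -0.60. The carbon metabolism genes passed as a set (camera adjusted p = 0.0317), but adjusted p = 0.0868 with an estimated correlation, 0.0936 without WT replicate 1 and 0.111 without replicate 2. The other lists did not pass (camera adjusted p of 0.803 to 0.993), and the regulators had a median of 0.09, a mean of -0.38 and an upward test. Among other genes Mycth_2297080 rose by 7.22, and Mycth_2127519 stood at 45.9 ± 0.952 CPM against at most 1 count in a WT library.

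Genes that moved alike in the 4 regulator strains were counted next. pck and fbp1 were among 84 genes higher in all 4, of which 59, these genes included, were also higher in the libraries labelled ΔlaeA. The glucose transporter gene Mycth_98222 was among 232 genes lower in all 4, of which 140 were also lower in the libraries labelled ΔlaeA, but it was higher there (2.66 ± 0.18). Of the genes given above for large changes, Mycth_106502, Mycth_112714 and Mycth_114666 were among these 140. Mycth_2313013 and Mycth_2313014 were among the 84 but were not called higher in the libraries labelled ΔlaeA. Independent lists of these sizes would share 0.0636 higher and 0.483 lower genes across the 4 strains, and 0.00399 and 0.0270 with ΔlaeA added. The 40 simulated sets of unchanged strains against the same WT libraries shared at most 0 and 0, or 1 and 0 when given the wider spread of WT. The simulated regulator strains had a mean of only 0.475 to 1.375 called genes each, so hardly any could be shared. Fold changes were correlated across 8827 genes, which are not independent replicates, in 6 pairs of regulator strains. Pairs among the grf strains gave Pearson r from 0.826 to 0.894 and Spearman rho from 0.800 to 0.879. Simulation without any effect gave them a mean r from 0.399 to 0.512, or 0.489 to 0.602 with the wider spread of WT. Pairs with Δcre-1 gave r from 0.588 to 0.612 and rho from 0.552 to 0.599. Their simulated mean r ran from 0.383 to 0.483, or 0.467 to 0.571 with the wider spread. For Δgrf-3 and Δcre-1 the highest simulated r with the wider spread, 0.620, lay above the observed 0.611. ΔlaeA against the 4 strains gave r from 0.465 to 0.596 and rho from 0.385 to 0.479, where simulation gave r from 0.393 to 0.499, or 0.482 to 0.590 with the wider spread, and r from 0.455 to 0.674 was found without 1 WT library. The covariance was 0.481 to 0.773 for ΔlaeA and 0.847 to 1.27 between the regulator strains, against simulated values of 0.0736 to 0.0754, or 0.105 to 0.108 with the wider spread. The 2 WT libraries could not be split between strains, so part of each excess may come from the shared controls. Both overlap counts, 84 and 232, also rest on the spread shared by all groups. With the spread from the 4 libraries compared alone, only 6 genes were higher and 20 lower in Δgrf-3, so no more could be shared.

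**Figure D3:**
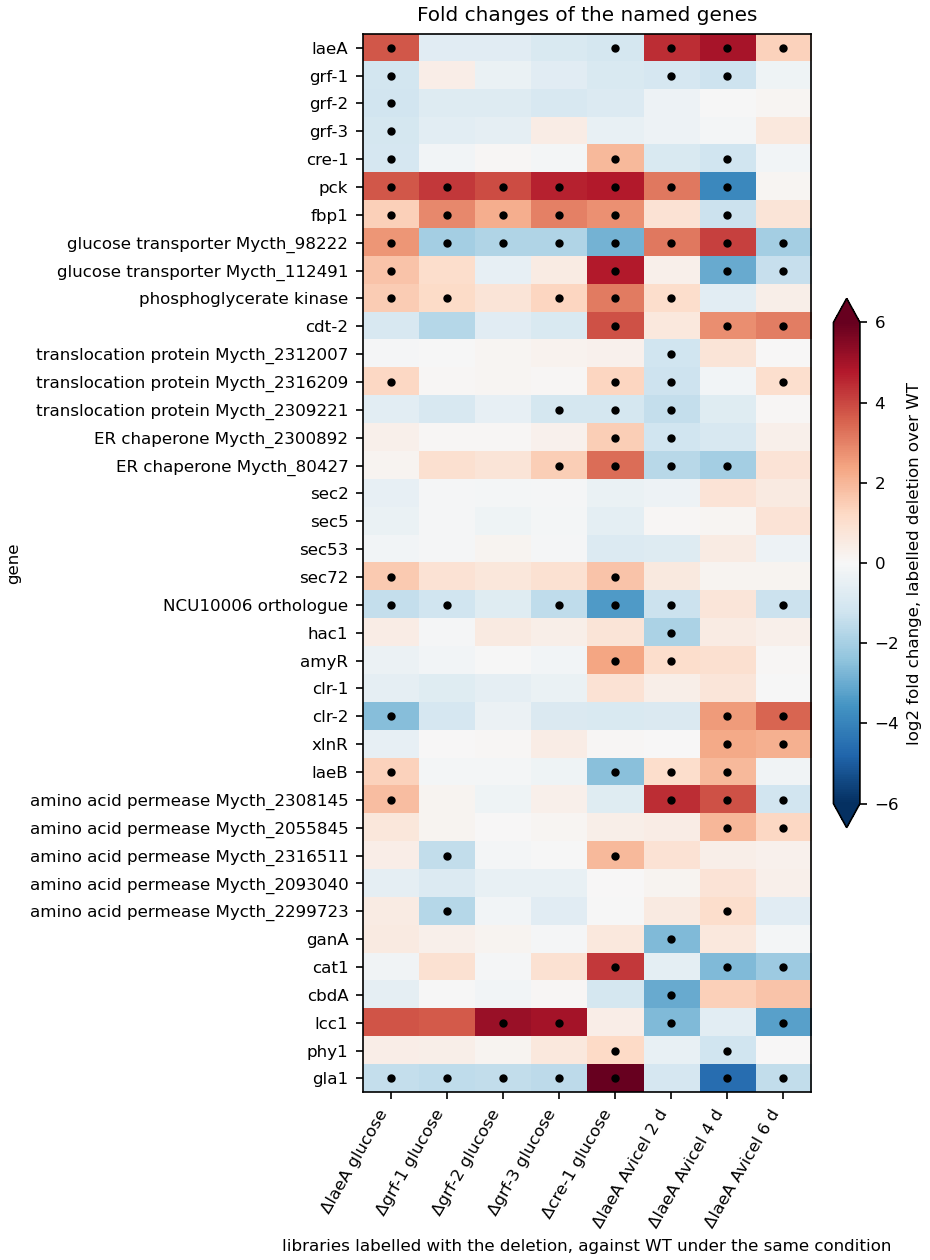
Log2 fold changes (colour, red higher and blue lower, saturated beyond 6) of 38 named genes in the 8 comparisons of a labelled deletion with WT, with a dot where the gene was called. The pck row is red in the 5 glucose comparisons and at 2 d on Avicel, from 3.18 to 4.77, and blue at 4 d (-3.89).

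WT on Avicel at 2 d was compared with WT on glucose as the background of the cellulose series. The glucose cultures were sampled at 24 h, so carbon source and time of sampling cannot be told apart in this comparison. cbdA (Mycth_111388), encoding cellobiose dehydrogenase that oxidises cellobiose, stood at 4038 ± 377 CPM on Avicel and 14.9 ± 2.02 CPM on glucose (n = 2 each), a log2 fold change of 8.08 ± 1.09, and cdt-2 rose by 8.03 ± 0.82. xlnR (Mycth_2310145) and clr-2, activators of cell wall-degrading enzyme genes, rose by 3.76 ± 0.39 and 2.12 ± 0.44, and hac1 (Mycth_2310995), the transcription factor gene of the unfolded protein response, by 1.26 ± 0.24, so that 3 of the 7 study-chosen regulators rose. ganA (Mycth_43163), a galactanase gene, rose by 3.44 ± 0.80. Of 9 secretion genes 4 rose, among them the ER chaperone gene Mycth_80427 (2.64 ± 0.52) and the translocation protein gene Mycth_2316209 (2.00 ± 0.20), and of 6 carbon metabolism genes 2 rose, cdt-2 and pck (1.95 ± 0.48), and 1 fell, Mycth_112491 (-4.18 ± 0.48), with 3 higher and 1 lower when adjusted over the list alone. Of 5 permease genes 2 rose, Mycth_2308145 (1.39 ± 0.26) and Mycth_2316511 (1.16 ± 0.42). In all 882 genes were higher and 498 lower on Avicel (edgeR quasi-likelihood, Benjamini-Hochberg), and scaled by library totals only 704 and 778, with the median of all genes moved by -0.21. The secretion genes (camera adjusted p = 0.0268) and the regulators (0.0155) passed as sets, with adjusted p = 0.136 and 0.358 with an estimated correlation, and the other lists did not (camera adjusted p of 0.183 to 0.728). Without WT glucose replicate 2 the secretion set gave an adjusted p of 0.0729, and without replicate 1 pck (1.70) was not called. Mycth_2316511 was not called without any 1 of the 4 libraries (0.96, 1.40, 1.25 and 1.06).

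Between 2 and 4 d on Avicel, gla1 in WT rose from 39.7 ± 3.27 to 1565 ± 310.0 CPM (log2 5.30 ± 0.34, n = 2 each) and cat1 by 2.52 ± 0.57. Of the 5 study-chosen permease genes 3 rose, Mycth_2299723 by 3.19 ± 0.38, Mycth_2316511 by 1.94 ± 0.43 and Mycth_2308145 by 1.65 ± 0.25, while laeB fell with -1.80 ± 0.31 and clr-1 (Mycth_2298863), a cellulase activator gene, rose by 1.19 ± 0.23. Of 9 secretion genes 2 fell, the ER chaperone genes Mycth_2300892 (-1.65 ± 0.19) and Mycth_80427 (-1.68 ± 0.50). cdt-2 (-1.23 ± 0.61) and cbdA (-1.32 ± 0.81) did not pass the test, and the 2 WT libraries at 4 d held 348 and 3015 CPM of cdt-2 (Mycth_114107) and 136 and 3103 CPM of cbdA (Mycth_111388). In all 810 genes were higher and 870 lower at 4 d (edgeR quasi-likelihood, Benjamini-Hochberg, with the median of all genes moved by -0.10 when scaled by library totals), and no list passed as a set (camera adjusted p of 0.0734 to 0.895). When WT 4 d replicate 2 was left out, cdt-2 (-3.50) and cbdA (-4.89) fell, laeB gave -2.48 and Mycth_2308145 1.04, and the calls of clr-1 (0.75) and Mycth_80427 (-1.28) ended. Mycth_80427 was also not called without WT 2 d replicate 1 (-1.53).

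The study compared ΔlaeA with WT on Avicel to ask how LaeA acts on cellulase production over time. Cellulase families were not measured here, so only RNA of the named genes and counts of called genes are given. At 2 d, hac1 stood at 374 ± 13.5 CPM in the libraries labelled ΔlaeA and at 1377 ± 44.2 CPM in WT (n = 2 each), a log2 fold change of -1.88 ± 0.24. Of the 9 study-chosen secretion genes 5 fell, 5 also when adjusted over the list alone, with -1.41 ± 0.14 for the translocation protein gene Mycth_2309221, -1.26 ± 0.20 for Mycth_2316209, -1.19 ± 0.32 for Mycth_2312007, -1.20 ± 0.19 for the ER chaperone gene Mycth_2300892 and -1.68 ± 0.50 for Mycth_80427. Only the first 2 of these stayed called without replicate 2 labelled ΔlaeA. The cellobiose dehydrogenase gene cbdA fell from 4038 ± 377 to 489 ± 167 CPM (log2 -3.05 ± 0.86) and ganA with -2.66 ± 0.76. Of 6 carbon metabolism genes 3 rose, pck by 3.18 ± 0.50, the glucose transporter gene Mycth_98222 by 3.17 ± 0.18 and phosphoglycerate kinase by 1.07 ± 0.14, and of 5 permease genes 1 rose, Mycth_2308145 (4.43 ± 0.28). Of the regulators amyR (1.07 ± 0.16) and laeB (1.04 ± 0.30) rose and hac1 and the NCU10006 orthologue (-1.28 ± 0.28) fell, while clr-1 (0.36 ± 0.23), clr-2 (-0.87 ± 0.42) and xlnR (0.03 ± 0.34) did not pass the test. grf-1 fell with -1.03 ± 0.19, and cre-1 (-0.94 ± 0.22) stayed under the fold threshold.

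In all 424 genes were higher and 941 lower at 2 d (edgeR quasi-likelihood, Benjamini-Hochberg), and scaled by library totals only 616 and 771, with the median of all genes moved by 0.16. The largest rises among other genes were those of Mycth_2307942 (4.93, or 4.29 without replicate 2 labelled ΔlaeA) and Mycth_103124 (4.50), and Mycth_2314963 fell with -8.83. The set tests again ran on genes chosen for such changes and so are no evidence of their own. The carbon metabolism set gave a camera adjusted p of 1.19e-04, upward, and 0.00596 with an estimated correlation, and the secretion set 0.00958, downward, and 0.0493. The permease set passed at 0.00702 but not with an estimated correlation (adjusted p = 0.127), and the other lists did not pass (camera adjusted p of 0.337 and 0.904). The deleted genes had a median of -0.32 against a mean of 0.38 and an upward test, and the regulators a median of 0.03 against a mean of -0.22 and a downward test. The calls of grf-1 (-0.91), laeB (1.00) and ganA (-2.36) ended without a WT library (replicate 2 for grf-1 and laeB, replicate 1 for ganA). Without replicate 1 labelled ΔlaeA those of amyR (0.93), laeB (1.04), ganA (-2.26) and cbdA (-2.73) ended and cre-1 was called (-1.01). Without its replicate 2 those of grf-1 (-0.91), Mycth_2300892 (-0.99), laeB (1.03) and cbdA (-3.44) ended. The call of Mycth_2312007 ended without WT replicate 2 (-1.11) and without either library labelled ΔlaeA (-1.21 and -1.16), and that of Mycth_80427 without WT replicate 1 (-1.51) and without replicate 2 labelled ΔlaeA (-1.23), with -2.33 without its replicate 1.

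At 4 d, the cellodextrin transporter gene cdt-2 stood at 11665 ± 2266 CPM in the libraries labelled ΔlaeA and at 1682 ± 1886 CPM in WT (n = 2 each), a log2 fold change of 2.79 ± 0.64. The activators clr-2 and xlnR rose by 2.56 ± 0.44 and 2.29 ± 0.36 and laeB by 1.94 ± 0.31, so that 3 of the 7 study-chosen regulators rose, 3 also when adjusted over the list alone. Of 5 permease genes 3 rose, Mycth_2308145 by 3.81 ± 0.27, Mycth_2055845 by 1.98 ± 0.25 and Mycth_2299723 by 1.05 ± 0.35. Carbon metabolism genes went both ways: cdt-2 and the transporter gene Mycth_98222 (4.09 ± 0.19) rose, whereas pck fell to 22.8 ± 15.7 from 338 ± 143 CPM (log2 -3.89 ± 0.52), with fbp1 (-1.29 ± 0.47) and Mycth_112491 (-3.01 ± 0.50). gla1 fell with -4.56 ± 0.32, cat1 with -2.64 ± 0.57, the phytase gene phy1 (Mycth_104551) with -1.21 ± 0.17, grf-1 with -1.26 ± 0.19 and cre-1 with -1.22 ± 0.23. Of 9 secretion genes 1 fell, the ER chaperone gene Mycth_80427 (-2.03 ± 0.51). sec2 (Mycth_2310888) gave 0.83 ± 0.16, sec53 (Mycth_2294943) 0.49 ± 0.15, hac1 0.48 ± 0.23, clr-1 0.72 ± 0.23 and cbdA 1.42 ± 0.81, and none of these 5 was called.

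In all 809 genes were higher and 878 lower at 4 d (edgeR quasi-likelihood, Benjamini-Hochberg). The largest rises among other genes were those of Mycth_2112989 (6.19) and Mycth_75366 (5.42), and Mycth_50608 fell with -9.59. The permease and regulator sets, chosen on these libraries, passed (camera adjusted p = 0.00196 and 0.00201), but adjusted p = 0.194 and 0.237 with an estimated correlation, and the other lists did not pass (camera adjusted p of 0.467 to 0.940). The test pointed upward for the carbon metabolism genes with a median of -0.97 and a mean of -0.33, the secretion genes had a median of 0.10 and a mean of -0.17, and the deleted genes a median of -0.11 and a mean of 0.46. The 2 WT libraries at 4 d stood 674 genes apart, and the calls rest on which is used. Without WT replicate 2, cdt-2 gave 5.07, clr-2 3.65, xlnR 3.35, laeB 2.61 and Mycth_2308145 4.43. In that case cbdA (4.99), clr-1 (1.16), hac1 (1.15) and sec2 (1.05) were called higher. Without WT replicate 1, cdt-2 gave 1.95, clr-2 1.94 and xlnR 1.68, and the calls of cre-1 (-0.84), fbp1 (-1.03) and Mycth_80427 (-1.50) ended. The call of Mycth_2299723 ended without either WT library (1.12 and 0.98) and, with that of fbp1 (-0.90), without replicate 2 labelled ΔlaeA (0.82), and pck gave -4.86 without its replicate 1.

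At 6 d, clr-2 stood at 68.1 ± 2.03 CPM in the libraries labelled ΔlaeA against 6.00 ± 0.510 CPM in WT (log2 3.50 ± 0.48, n = 2 each), xlnR rose by 2.13 ± 0.36 and the NCU10006 orthologue fell with -1.27 ± 0.27, so that 2 of 7 study-chosen regulators rose and 1 fell. Of 6 carbon metabolism genes 1 rose, cdt-2 by 3.08 ± 0.66, and 2 fell, the glucose transporter genes Mycth_98222 (-2.06 ± 0.17) and Mycth_112491 (-1.37 ± 0.43). pck (0.12 ± 0.46) and fbp1 (0.75 ± 0.46) did not pass the test. gla1 fell with -1.48 ± 0.28 and cat1 with -2.17 ± 0.56. Of 9 secretion genes 1 rose, Mycth_2316209 (1.02 ± 0.20), and of 5 permease genes Mycth_2055845 rose (1.25 ± 0.24) and Mycth_2308145 fell (-1.13 ± 0.25). In all 213 genes were higher and 702 lower (edgeR quasi-likelihood, Benjamini-Hochberg), and no list passed as a set (camera adjusted p of 0.186 to 0.721). Among other genes Mycth_2301829 rose by 9.95 and Mycth_117063 by 8.54 (10.06 without WT replicate 1 and 7.76 without WT replicate 2), and Mycth_115957 had 21.8 ± 2.89 CPM in WT and 0 counts in both libraries labelled ΔlaeA, below a floor of 0.116 and 0.119 CPM. The carbon metabolism genes had a median of 0.24 and a mean of 0.15 but a downward test. Without WT replicate 1, 340 genes were higher and the calls of Mycth_112491 (-1.38) and Mycth_2308145 (-0.92) ended. Without WT replicate 2 those of Mycth_112491 (-1.33), the NCU10006 orthologue (-1.05) and Mycth_2055845 (0.95) ended. Without replicate 1 or 2 labelled ΔlaeA those of Mycth_112491 (-1.13 and -1.64) and cat1 (-2.24 and -2.11) ended.

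**Figure D4:**
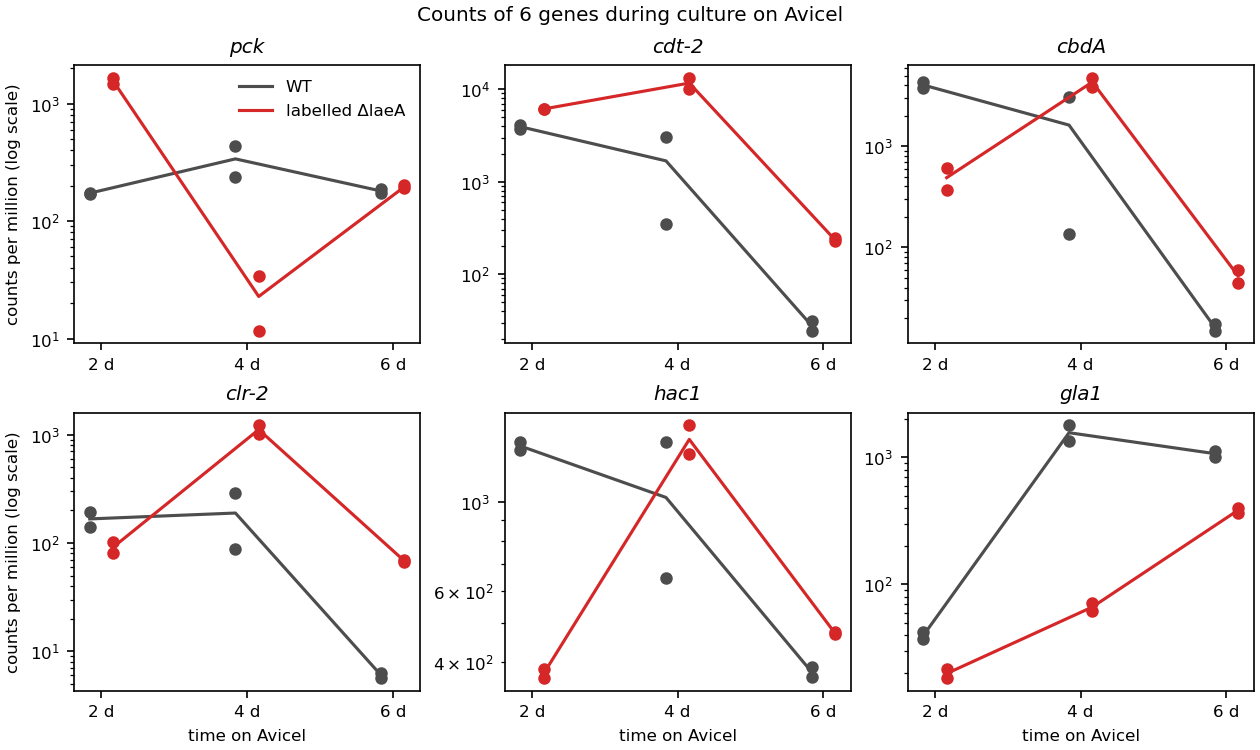
CPM (log scale) of pck, cdt-2, cbdA, clr-2, hac1 and gla1 at 2, 4 and 6 d on Avicel, with 1 point per library, lines through the group means, grey for WT and red for libraries labelled ΔlaeA. The 2 WT libraries at 4 d lie far apart for cdt-2 (Mycth_114107, 348 and 3015 CPM) and cbdA (Mycth_111388, 136 and 3103 CPM).

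Whether the difference between ΔlaeA and WT itself changed with time was tested as an interaction. From 2 to 4 d the difference turned upward for hac1 (2.36 ± 0.33), clr-2 (3.43 ± 0.61), xlnR (2.25 ± 0.49) and cbdA (4.46 ± 1.18), and downward for pck (-7.06 ± 0.72) and gla1 (-3.56 ± 0.41), as changes of the log2 fold change ± SE. Of the study-chosen lists, 4 of 7 regulators and 4 of 9 secretion genes turned upward and 4 of 6 carbon metabolism genes downward (with 1 upward and 4 downward when adjusted over the list alone). In all 1142 genes turned upward and 947 downward (edgeR quasi-likelihood, Benjamini-Hochberg). Scaled by library totals only, 947 turned upward and 1130 downward, with the median of all genes moved by -0.13, so which direction held more genes depended on the scaling. The regulator set (camera adjusted p = 0.0135) and the carbon metabolism set (0.0250), both chosen on these libraries, passed, with adjusted p = 0.237 and 0.115 with an estimated correlation, and the other lists did not (camera adjusted p of 0.0751 to 0.857). The carbon metabolism set gave 0.228 without WT 4 d replicate 2 and 0.0603 without WT 2 d replicate 2. The first of these omissions put clr-2 at 4.52, xlnR at 3.32, hac1 at 3.03 and cbdA at 8.04. Without WT 4 d replicate 1, clr-2 gave 2.76, xlnR 1.60 and cbdA 3.48, and pck gave -8.08 without 4 d replicate 1 labelled ΔlaeA.

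From 4 to 6 d the difference turned upward for pck (4.01 ± 0.67), gla1 (3.08 ± 0.40) and the ER chaperone gene Mycth_80427 (2.88 ± 0.70), and downward for the glucose transporter gene Mycth_98222 (-6.15 ± 0.25), laeB (-2.15 ± 0.43), the permease gene Mycth_2308145 (-4.95 ± 0.36) and laeA itself (-3.53 ± 0.26). Of the study-chosen lists, 3 of 6 carbon metabolism genes turned upward and 1 downward (4 and 1 when adjusted over the list alone), 3 of 9 secretion genes upward, and 2 of 7 regulators and 2 of 5 permeases downward. In all 976 genes turned upward and 1127 downward (edgeR quasi-likelihood, Benjamini-Hochberg). Both interactions use the same 4 d libraries with opposite sign. A deviation of these libraries would thus move the 2 tests in opposite directions, and they are not independent. The permease set, chosen on these libraries, passed (camera adjusted p = 0.0369), but adjusted p = 0.530 with an estimated correlation, and it did not pass without WT 6 d replicate 1 (0.0772) or without 6 d replicate 1 (0.0615) or 2 (0.0607) labelled ΔlaeA. The other lists did not pass (camera adjusted p of 0.211 to 0.796), with a downward test for the carbon metabolism genes against a median of 1.33 and a mean of 0.47, and for the deleted genes a median of 0.74 and a mean of -0.10. When WT 4 d replicate 2 was left out, laeB gave -2.82 and Mycth_2308145 -5.56, and pck gave 4.98 without 4 d replicate 1 labelled ΔlaeA.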

Values the study reported

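The study reported 674 genes with altered expression in ΔlaeA on glucose, 337 of them raised and 337 lowered. It gave increases of 12.3-fold for pck and 2.4-fold for fbp1, and a 2.2-fold decrease for cre-1. It counted 79 genes raised in every single mutant of the regulators. On Avicel it counted 920 raised genes at 4 d and gave a 283-fold increase of cdt-2.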

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

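The tests of swapped labels, mixed WT transcripts, cassette reads, ΔlaeA material in a WT library, the point in the time course and a single deviating WT library were chosen only after the result was seen.

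The difference between the libraries labelled ΔlaeA and WT on Avicel changed between days by an interaction test (edgeR quasi-likelihood, 2 libraries per group). Between 2 and 4 d it rose at 1142 genes and fell at 947, or rose at 947 and fell at 1130 when scaled by library totals only. Among named genes the log2 change was -7.06 for pck, -2.15 for fbp1, -3.30 for Mycth_112491, -1.72 for phosphoglycerate kinase and -3.56 for gla1. It was 1.94 for Mycth_2312007, 1.09 for Mycth_2316209, 1.13 for sec2, 1.27 for sec53, 2.00 for the NCU10006 orthologue, 2.36 for hac1, 3.43 for clr-2, 2.25 for xlnR, 1.54 for Mycth_2055845, 3.30 for ganA and 4.46 for cbdA. Without WT 2 d replicate 1 fbp1 (-2.19) and ganA (2.99) were not called, nor without WT 2 d replicate 2 fbp1 (-2.19) and sec2 (0.98). Nor were ganA (2.90) without 2 d replicate 1 labelled ΔlaeA and fbp1 (-1.93) without its replicate 2. Leaving out WT 4 d replicate 1, fbp1 (-1.94) and sec2 (0.90) were not called, and Mycth_2312007 gave 1.31, clr-2 2.76, xlnR 1.60, ganA 2.36 and cbdA 3.48. Leaving out WT 4 d replicate 2, Mycth_2316209 (0.94) was not called, and Mycth_2312007 gave 2.94, hac1 3.03, clr-2 4.52, xlnR 3.32, ganA 6.30 and cbdA 8.04. Without 4 d replicate 1 labelled ΔlaeA Mycth_2316209 (0.65) and ganA (3.11) were not called, with -8.08 for pck and -2.78 for fbp1. Without its replicate 2 fbp1 (-1.81) and sec53 (0.98) were not called.

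Between 4 and 6 d the difference rose at 976 genes and fell at 1127, in a test that shares the 4 d libraries, with opposite sign, with the one before. The log2 change was -3.53 for laeA, -6.15 for Mycth_98222, -1.98 for the NCU10006 orthologue, -2.15 for laeB, -4.95 for Mycth_2308145, -1.74 for Mycth_2299723 and -2.62 for lcc1. It was 1.03 for grf-1, 1.07 for cre-1, 4.01 for pck, 2.04 for fbp1, 1.02 for phosphoglycerate kinase, 1.20 for Mycth_2316209, 1.24 for Mycth_2300892, 2.88 for Mycth_80427, 1.22 for phy1 and 3.08 for gla1. Without WT 4 d replicate 1 cre-1 (0.69), fbp1 (1.78), phosphoglycerate kinase (0.97) and lcc1 (-2.28) were not called. Without WT 4 d replicate 2 grf-1 (0.90) was not called, and laeB gave -2.82 and Mycth_2308145 -5.56. Without 4 d replicate 1 labelled ΔlaeA grf-1 (0.95), phosphoglycerate kinase (0.87) and lcc1 (-2.63) were not called and pck gave 4.98. Without its replicate 2 cre-1 (1.04), fbp1 (1.65), Mycth_2316209 (0.91), Mycth_2299723 (-1.51) and lcc1 (-2.57) were not called. Without WT 6 d replicate 1 cre-1 (0.93), fbp1 (1.92) and lcc1 (-2.35) were not called. Without 6 d replicate 1 labelled ΔlaeA fbp1 (1.99) was not called and lcc1 gave -4.30, and without its replicate 2 fbp1 (2.08) and lcc1 (-1.87) were not called.

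No deleted gene was called lower in the strain labelled with its deletion on glucose, although grf-2 stood at 107 CPM there against 181 ± 2.32 CPM in WT. A swap of the WT and ΔlaeA labels on glucose would put laeA at the ΔlaeA level in the other 4 mutants, where it reached at most 13.2 CPM. WT transcripts mixed into the mutant libraries would leave laeA at or under its WT level, but its lowest value in the libraries labelled ΔlaeA was 10.7 times the highest in WT. Reads of an inserted cassette or of retained gene parts are a candidate explanation, since 5 of the 5 loci were highest in their own strain among the mutants, at grf-2 by 1.01-fold only and below the highest library of another mutant, so this locus adds little. The paper describes replacing coding regions with a marker cassette and mapping reads to the genome of the species. Reads of the marker alone would thus count at these loci only where they matched that genome. Counts per gene cannot place the reads within a locus, so both parts of this explanation stay a hypothesis. The methods of the paper also describe plasmids for overexpressing laeA, pck and fbp from a constitutive promoter. No library is labelled as such a strain. Whether the libraries labelled ΔlaeA held transcripts of a complete laeA gene was not tested, and these counts cannot tell that apart from cassette or retained reads.

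The 2 WT libraries at 4 d on Avicel stood 674 genes apart. Thinned to the lower total 662 genes stayed apart, which argues against depth. ΔlaeA material mixed into replicate 2 would need a median share of 19.1% over 267 genes (quartiles 7.19% and 38.3%), but laeA allowed -0.968%. Whether the cultures stood at different points of the time course stays open, since the difference (replicate 2 against 1) had an r of -0.22 with the WT change from 2 to 6 d and 0.336 with the difference of the libraries labelled ΔlaeA at 4 d from those at 6 d. Both would place replicate 2 earlier, but the first missed the absolute r of 0.5 set for such a cause, and no bound was set for the second. No other biological explanation was tested.

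In the 4 regulator strains 84 genes rose together on glucose. Simulated unchanged strains against the same WT libraries shared at most 1 such gene even with the wider spread of WT. They had a mean of only 0.475 to 1.375 called genes per strain, so hardly any overlap was possible. The simulation therefore cannot tell how many of the 84 genes chance values of the shared WT libraries added. Without 1 of the WT libraries at least 63 genes were called in all 4, which argues against a single deviating WT library. Both WT libraries stood at least 2-fold apart from all 9 mutant libraries at 176 genes, so a different state of the WT cultures cannot be told apart from an effect of the deletions, with 84 such genes for ΔlaeA, 837 for Δcre-1 and 1 to 5 for the grf strains. A joint action of the regulators, which the design offers, also stays open.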

How the results depend on the processing

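The fits without both WT 4 d libraries and the single Δgrf-2 library or without both Δgrf-3 libraries, and the overlap without Δgrf-2 or a Δgrf-3 library, were tests chosen only after the result was seen. Of 24 counts of called genes, none moved over 1.5-fold with DESeq2, RLE size factors, a replicate block, no low-count filter or at least 10 CPM in 2 libraries. The replicate numbers did not pair the libraries (r of -0.15 to 0.12 over 55 pairs of groups). The 2 fits without whole groups moved none of 14 and of 8 counts.

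With adjusted p alone, so without a fold threshold, more genes passed (higher and lower): ΔlaeA on glucose 1269 and 1261, Δgrf-1 1488 and 1556, Δgrf-3 1414 and 1248, Δcre-1 2477 and 2842, ΔlaeA at 2 d 1408 and 1758, at 4 d 1745 and 1893, at 6 d 816 and 1173, WT at 2 d against glucose 1696 and 1553, WT at 4 d against 2 d 1949 and 1803. Δgrf-2 gave 332 higher, the interaction from 2 to 4 d 1468 lower and that from 4 to 6 d 1576 higher. At the study's thresholds, which leave out genes of low RPKM, fewer were lower: 307 for ΔlaeA on glucose, 539 for Δgrf-1, 419 for Δgrf-3, 833 for Δcre-1, 575 for ΔlaeA at 2 d, 394 at 6 d, 655 from 4 to 6 d, 308 for WT at 2 d and 526 for WT at 4 d, and 472 were higher for ΔlaeA at 4 d. With fewer samples in the fit, Δgrf-2 gave 14 higher and 24 lower from the groups compared and 84 and 138 from glucose alone, and Δgrf-3 gave 6 and 20 from the groups compared. By library totals only, Δcre-1 gave 686 higher and 3119 lower and WT at 2 d 778 lower. This setting drops the TMM factors, which were 0.744 and 0.739 for Δcre-1, 0.961 and 0.974 for WT at 2 d, and 1.14 and 1.11 for WT on glucose. Why these factors differed was not tested.

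With 1 library left out, 3 of 108 counts moved over 1.5-fold. Genes higher in Δgrf-3 ranged from 269 to 785 and those higher in ΔlaeA at 6 d from 143 to 340. Of 12 list results, on genes the study chose from these samples, none was lost with RLE or a block. All 12 also passed fry, but fry tests a list against no change and camera tests it against the other genes. With an estimated correlation 9 were lost: carbon metabolism in Δcre-1 (0.0868) and from 2 to 4 d (0.115), permeases at 2 d (0.127), at 4 d (0.194) and from 4 to 6 d (0.530), regulators at 4 d (0.237), from 2 to 4 d (0.237) and in WT at 2 d (0.358), and secretion in WT at 2 d (0.136). With 1 library left out adjusted p ranged from 0.0123 to 0.111 for carbon metabolism in Δcre-1, 0.0175 to 0.228 for it from 2 to 4 d, 0.0116 to 0.0772 for permeases from 4 to 6 d and 0.0161 to 0.0729 for secretion in WT at 2 d.

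Without Δgrf-2, 243 genes were higher and 501 lower in the other 3 regulator strains, as fewer lists meet. Among genes with at least 10 CPM, r moved to 0.889 (Δgrf-1 and Δgrf-2), 0.931 (Δgrf-1 and Δgrf-3), 0.652 (Δgrf-1 and Δcre-1), 0.896 (Δgrf-2 and Δgrf-3) and 0.636 (Δgrf-2 and Δcre-1), and the cause was not tested.

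Of 197 calls of named genes, DESeq2, RLE and a block lost none. With 1 library left out 106 of 902 were lost, and 5 values near 0 that were not called changed sign: xlnR at 2 d (range -0.0419 to 0.174, with -0.0419 without WT replicate 1 and -0.0195 without ΔlaeA replicate 1), sec5 (-0.0411 to 0.259) and sec72 (-0.0184 to 0.379) at 4 d without WT replicate 1, and cre-1 in WT at 2 d (-0.0521, or 0.70 without replicate 2) without WT glucose replicate 1. Depth set the floor at 0.0884 to 0.166 CPM. The enzyme-family shares were not run.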

Other observations

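The tests of the position along the time course, of genes lower at 4 d in gene order and of changed genes of either direction were chosen, and the bound on the other strains' ratio was changed, only after the result was seen.

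At the study's thresholds 472 genes were higher in the libraries labelled ΔlaeA at 4 d. That is lower than the number quoted from the study above. cdt-2 (Mycth_114107) was 6.94-fold higher in them at 4 d, a log2 of 2.79. That is lower than the value quoted from the study above. The cdt-2 value depends on the 2 WT libraries at 4 d, which held 348 and 3015 CPM of cdt-2 (Mycth_114107): its log2 was 5.07 without WT replicate 2 and 1.95 without WT replicate 1. The count at the study's thresholds was not repeated without 1 library, but the 809 genes called higher by edgeR became 575 to 1041.

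laeA stood at group means of 224 to 293 CPM in the libraries labelled ΔlaeA across carbon sources and days, a 1.31-fold range, and at 8.66 to 111 CPM in WT, a 12.8-fold range.

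That genes which depend on LaeA are arranged in clusters was tested in the reference's gene order. Of 8402 neighbouring pairs, 105 were both lower in the libraries labelled ΔlaeA on glucose, 239 at 2 d, 177 at 4 d and 157 at 6 d, against 25.9, 95.2, 83.0 and 52.8 in 10000 shuffled gene orders. These are 4.05, 2.51, 2.13 and 2.97 times the shuffled numbers. Genes higher in these libraries also lay side by side, at 2.25 times the shuffled number on glucose, 2.84 at 2 d, 2.77 at 4 d and 5.45 at 6 d. Genes lower in the libraries labelled Δcre-1 gave 1.94 times and those labelled Δgrf-1 3.05 times, and genes higher gave 1.45 and 2.49 times. A permutation test over these orders gave p = 1e-04 each time, the smallest it can give. The bound written beforehand, that Δcre-1 would lie below the 2.02 that is 0.5 of the ΔlaeA ratio on glucose, was met by 1.94. That bound was changed afterwards because the central 95% of the shuffled numbers put the Δcre-1 ratio at 1.78 to 2.12, and because Δgrf-1 gave 3.05. This range covers the shuffled numbers only and does not measure the uncertainty of the observed pairs. Lying side by side may thus be a feature of changed genes in either direction and in several of these strains, since the lowest ratio among the 8 other sets was 1.45, and it does not single out LaeA. The glucose sets are not independent of each other. Of the 494 genes lower in ΔlaeA on glucose, 297 were also lower in Δgrf-1 and 366 in Δcre-1, against the same WT libraries. Their ratios may therefore count some of the same neighbours again.

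That the libraries labelled ΔlaeA ran behind WT was tested on the axis of WT change from 2 d (0) to 6 d (1). At 4 d they lay at 0.311 and 0.322 and WT, which did not set the axis at that day, at 0.565 and 0.476. A lag may explain this part, with 0.322 as the highest position of these libraries at 4 d. The positions at 2 d (0.101 and 0.110) and 6 d (0.800 and 0.792) weigh neither for nor against it. WT itself sets the ends of the axis at these days, so libraries that differ from WT for any other reason tend to fall between them.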
